A study of Candida albicans and Nakaseomyces glabratus and Kluyveromyces lactis with 11 samples.

How the data were processed

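Poly(A)-selected RNA from log-phase cells of 11 Ascomycota yeasts was sequenced as strand-specific paired-end libraries made by the dUTP method, in which the second cDNA strand carries uracil and is destroyed so that reads keep the strand of the transcript. There was 1 library per species and no replicate culture. Per the labels' protocols, all cultures grew in a medium named BMW, N. castellii at 25 °C and the other 10 species at 30 °C. The same protocols give the gel size selection of the libraries before amplification. It was 275 to 575 bp for the pool of C. albicans, K. waltii and N. castellii, whereas S. bayanus, K. lactis and C. glabrata were selected between 375 and 575 bp. The 3 Schizosaccharomyces libraries were selected at 350 to 550 bp and Y. lipolytica at 310 to 510 bp. No range is stated there for S. cerevisiae. Reads had 68 bases, or 76 for Y. lipolytica. Fragmentation and ligation conditions also followed the species, so that the 3 Schizosaccharomyces libraries shared a set of conditions that no other library had.

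The authors deposited a table of RPKM, reads per kilobase of gene scaled to the size of the library, of sense-strand reads for each species, and the unit is stated in the series design text. The aligner, the counting program, the genome builds, the annotations and the source of the orthogroups are not stated in the labels or the table. The table has 5880 rows, one for each S. cerevisiae gene, in 4750 orthogroups, and each row holds the value of the orthologous gene in every other species or a blank. S. cerevisiae genes of the same orthogroup repeat the values of the other species. Values are rounded to 2 decimals. Every column was matched to its species by name, and 0 columns remained unmatched. Species names follow the sample titles.

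Gene symbols, coding lengths and positions were taken from the NCBI annotation of the S. cerevisiae R64 assembly by locus tag, which matched 5875 rows and gave a coding length for 5874. Whether the authors used this build is not stated. Coordinates are 1-based R64 positions and describe the S. cerevisiae gene alone. Coding lengths in the other species were not used here.

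The analysis used the 1776 rows, in 1770 orthogroups, with a value in all 11 species. A filter requiring a mean of at least 1 RPKM over the species removed 0 of them. Values were transformed to log2(RPKM + 1) and each species was centred on its median over these genes. All differences and SDs are on this log2(RPKM + 1) scale, which understates changes of genes with low values. A listed 0 was kept as a value. Blanks were not filled.

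Species were the unit of every test. Because there was 1 library per species, the spread reported is the spread between species, and the error of repeated cultures is not known. Spearman correlations across genes described each of the 55 pairs of species, without a p-value, since genes are not independent replicates. The 3 Schizosaccharomyces species were compared with the other 8 species, as the only set of at least 3 species that the labels define by genus. For correlations and gene sets a two-sided exact permutation test over all choices of 3 of the 11 species was used, whose smallest possible p is 0.00606. Related species are not independent, so these p-values describe how unusual the trio is among all trios. For single genes limma (lmFit and eBayes, no trend) was used with Benjamini-Hochberg adjustment. An effect of the library pools was tested over the other 8 species with an exact permutation test over 280 assignments of the pool labels, whose smallest p is 0.00357. The 6 gene sets were lists or patterns of S. cerevisiae symbols. The pattern for cytosolic ribosomal proteins also matched RPP1, a subunit of ribonuclease P, and the set was computed with and without it.

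The genes named in the text followed a rule. They are the 5 genes with the lowest and the 5 with the highest SD over species, among genes whose mean centred level was at or above that of the median gene. They are also the 5 genes with the largest positive and the 5 with the largest negative Schizosaccharomyces difference, among genes with a limma adjusted p under 0.05 whose 3 Schizosaccharomyces values all lay on one side of the other 8. Genes named outside this rule are said to be so. The groups, tests, gene sets, naming rule and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter or a mean of at least 10 RPKM, genes with a value in at least 8 species, a listed 0 treated as missing, no centring, quantile normalization, a common sum of RPKM, Pearson correlation, leaving out each species, leaving out C. albicans and Y. lipolytica, limma with an intensity trend, a minimum log2 difference of 1, non-overlap in place of limma, the median absolute deviation, set medians, and the 10 highest or the complete genes for the share of RPKM. Chosen after seeing the data were coding sequences of at least 1000 bases, orthogroups with 1 S. cerevisiae gene, and the ribosomal set without RPP1.

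RPKM does not state sequencing depth, and depth is not given elsewhere in the table. For S. cerevisiae, the low values were searched for a step, the worth of a single fragment, by multiplying each value by the coding length less a constant. Coding lengths of the other species were not used, so no depth is given for them and no counting interval is printed.

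The limma step was tested on 1776 simulated genes with 200 changed by 2 on the log2 scale. It recovered 96 of the 200 (48.0%) and called 4 others. The species labels were shuffled gene by gene in this simulation, so effects that a species or library has on many genes were absent. The 4 others thus give no error rate for the real comparison. The search for a step was tested on 303 simulated low genes with a constant of 250 bases and a step of 0.3, and found 250 bases and 0.298. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1.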

Results

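Messenger RNA levels were measured in log-phase cultures of 11 Ascomycota yeasts, 1 library per species, to quantify how far the expression of orthologous genes is conserved. The species were C. albicans, C. glabrata, K. lactis, K. waltii, S. bayanus, N. castellii, S. cerevisiae, Y. lipolytica and the 3 fission yeasts S. japonicus, S. octosporus and S. pombe of the genus Schizosaccharomyces. All values are RPKM as deposited or log2(RPKM + 1) centred on each species' median.

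The number of orthogroups with a value ranged from 2797 in S. japonicus to 3848 in K. lactis, and S. cerevisiae, whose genes define the rows, had 5880 values. The median RPKM over these values ranged from 38.07 in S. cerevisiae to 98.1 in K. waltii. The values of S. cerevisiae include 586 genes with no value in any other species, whose median was 0.09 RPKM, so these sets of genes are unlike. Over the genes with a value in all species the median ranged from 47.15 in Y. lipolytica to 120.8 in K. waltii, with 60.9 in S. cerevisiae. In S. cerevisiae 481 genes were listed at 0 (8.18%), against 13 in S. octosporus and 48 in C. glabrata, the lowest and highest numbers elsewhere. The 100 highest genes held 46.1% of the summed RPKM in N. castellii, the lowest share, and 77.6% in C. glabrata, the highest, with a median over species of 60.5%. Over the 10 highest genes alone that median was 25.2%. Among genes with a value in all species, the share of the 100 highest ran from 45.4% in N. castellii to 67.7% in Y. lipolytica. It was 58.9% in C. glabrata and 48.8% in C. albicans, so the order of the species depends on the genes counted. The highest single value was 843454 RPKM for RPL36A in C. albicans, whose 10 highest genes held 51.3% of its sum. RPL36A was outside the rule for naming genes and was chosen after its value was seen. These shares take RPKM as listed, and an inflation of short genes, examined below for S. cerevisiae alone, could change them. The low S. cerevisiae values fell on whole multiples of 0.226 RPKM kilobases when 300 bases were subtracted from the coding length, for 96.0% of 198 values. With no subtraction the share was 35.1%, over a number of values other than 198. A step of 0.226 corresponds to 4.42e+06 fragments in the S. cerevisiae library.

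The first question was how similar the expression profiles of the species were. Over 1776 genes with a value in all species, the Spearman correlation of the 55 pairs had a median of 0.698. It ranged from 0.482 for N. castellii with S. octosporus to 0.830 for C. glabrata with S. cerevisiae. S. bayanus and S. cerevisiae correlated at 0.823. The mean correlation of a species with the other 10 was highest in K. lactis and S. cerevisiae (both 0.725) and lowest in S. japonicus (0.568). It was 0.623 in S. octosporus, 0.625 in N. castellii and 0.710 in S. pombe. Leaving out each species in turn moved the median over pairs to between 0.676 and 0.716.

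**Figure D1:**
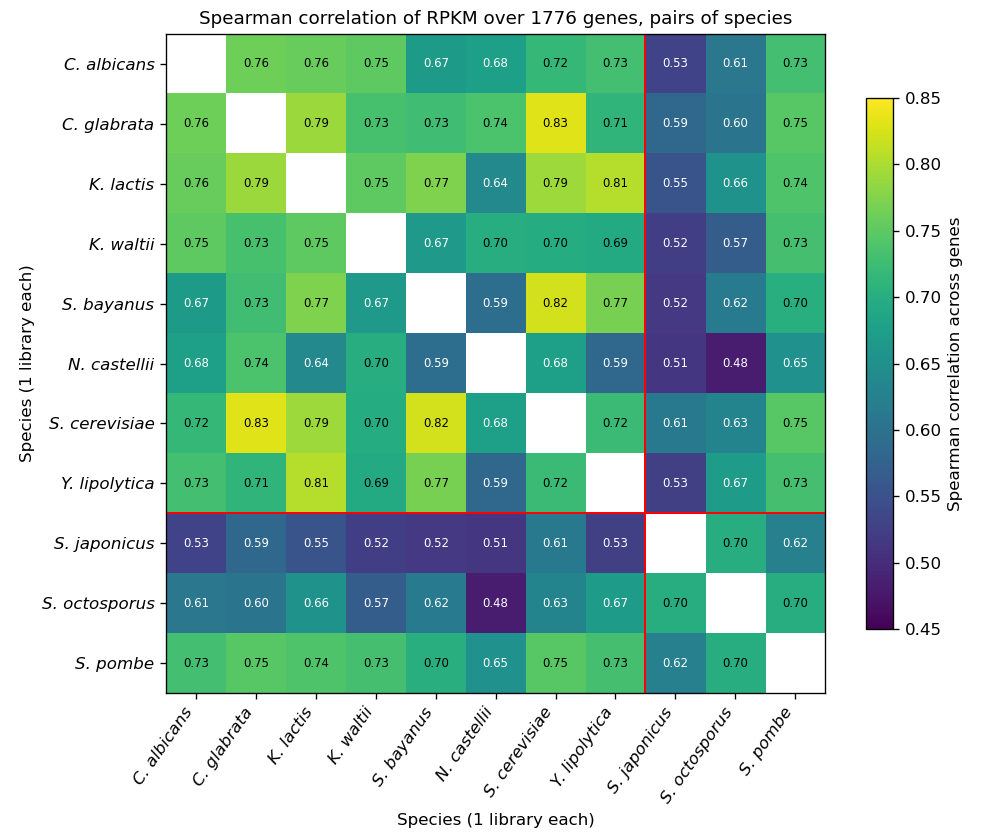
Heat map of the Spearman correlation of RPKM across 1776 genes for each pair of the 11 species, with both axes listing species (1 library each) and red lines setting apart the 3 Schizosaccharomyces. Values range from 0.482 to 0.830, and the rows of S. japonicus and S. octosporus hold most of the low ones.

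The 3 pairs within Schizosaccharomyces had a mean correlation of 0.674 (SD 0.0428), the 24 pairs across the genus boundary 0.624 (SD 0.0860) and the 28 pairs among the other species 0.724 (SD 0.0616). The excess of the correlation within the genus over that across it was 0.0503, and a two-sided exact permutation test over all choices of 3 of the 11 species gave p = 0.364, with 26 other trios showing a larger excess. The difference was therefore within the range that arbitrary trios gave. Among coding sequences of at least 1000 bases, an alternative chosen after seeing the data, the excess was 0.0694 (exact p = 0.0364). All 3 Schizosaccharomyces libraries were made with the same protocol, so genus and protocol cannot be told apart in this comparison.

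Library pools were compared among the other 8 species, where they cut across genera. The 6 pairs that shared a size-selection pool had a mean correlation of 0.736 and the other 22 pairs had 0.721. The pool of S. cerevisiae is not stated, and its pairs, which include the highest correlations of 0.830 and 0.823, were counted among the 22. The difference of 0.0151 was not distinguishable from that of other assignments of the pools (two-sided exact permutation p = 0.636). Without S. cerevisiae it was 0.0292 (exact permutation p = 0.30).

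The spread of each gene over the 11 species was taken as the measure of conservation. The SD of the centred level had a median of 0.81 over genes, with quartiles of 0.61 and 1.10, and ranged from 0.19 to 4.47. Among the settings that kept the SD as the measure, this median ran from 0.71 among coding sequences of at least 1000 bases to 0.90 without centring. The median absolute deviation gave 0.48, but it is on another scale and cannot be compared with an SD. The median SD was 0.59 within the 3 Schizosaccharomyces and 0.80 within the other 8 species. An SD over 3 values tends to come out lower than one over 8, and the 8 species span several genera. These medians therefore do not show that expression is more conserved within Schizosaccharomyces. Across genes, which are not independent replicates, the SDs within these separate sets of species correlated at 0.290 (Spearman), and at 0.287 given the mean level. Among coding sequences of at least 1000 bases, an alternative chosen after seeing the data, they correlated at 0.187. Mean level and SD were nearly unrelated across genes (0.0444), and this small value changed sign without centring (-0.0919).

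The SD fell with the length of the S. cerevisiae coding sequence. Its median was 1.68 for the 135 genes under 500 bases, 0.98 for the 491 genes from 500 bases up to 1000 and 0.72 for the 1150 longer genes. Across genes the Spearman correlation of length and SD was -0.495, and -0.517 given the mean level.

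**Figure D2:**
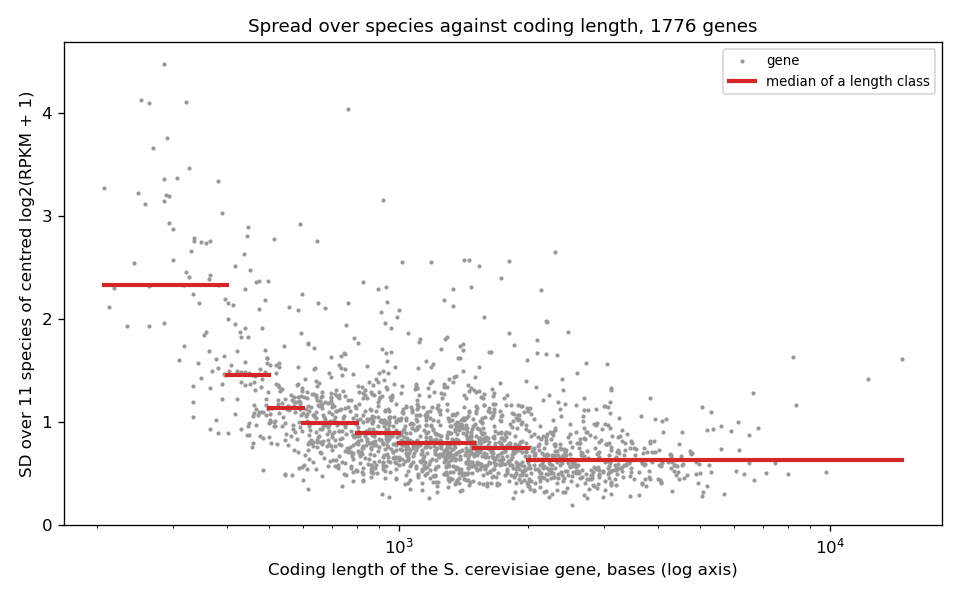
SD over 11 species of the centred log2(RPKM + 1) (vertical axis) against the coding length of the S. cerevisiae gene in bases (horizontal log axis), 1 grey point per gene for 1776 genes. Red lines mark the median of each length class, which falls from 2.33 at up to 400 bases to 0.62 above 2000 bases.

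Among genes at or above the median level, the lowest SDs belonged to ARP2, AIP1, KRR1, RPN1 and NAN1. ARP2 (YDL029W), on chromosome IV at 399340 to 400638 in R64, had an SD of 0.25 over species, with RPKM from 174.65 in C. glabrata to 460.36 in N. castellii. AIP1 (YMR092C) had an SD of 0.26, and KRR1 (YCL059C) and RPN1 (YHR027C) had 0.27 each. NAN1 (YPL126W) had an SD of 0.29, with RPKM from 106.39 in Y. lipolytica to 197.77 in K. waltii. The first 4 of these SDs depended on centring. Without it, those of ARP2, AIP1, KRR1 and RPN1 were 0.42, 0.56, 0.55 and 0.47, while that of NAN1 was 0.30. With a common sum of RPKM the SDs of all these genes rose, that of NAN1 to 0.35.

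The highest SDs belonged to QCR8, COX12, HSP10, ACB1 and RPS2, and each of these genes had at least 1 library listed at or near 0. QCR8 (YJL166W), a coding sequence of 285 bases on chromosome X at 106434 to 106718, was listed at 0 in S. japonicus, at 17.56 RPKM in S. octosporus and at 7384 in S. pombe. In the other species it ranged from 171.24 RPKM in S. bayanus to 30517 in K. waltii. COX12 (YLR038C, 252 bases) was listed at 0 in S. japonicus, at 4.11 RPKM in S. octosporus and at 1159 in S. pombe, and from 64.21 in S. bayanus to 7036 in C. albicans. HSP10 (YOR020C, 321 bases) was listed at 0 in K. lactis and from 829.32 RPKM in K. waltii to 43433 in Y. lipolytica. ACB1 (YGR037C, 264 bases) was listed at 0 in K. lactis, at 2.29 RPKM in S. japonicus and from 292.41 to 4885 RPKM in the other 9 species. RPS2 (YGL123W, 765 bases), on chromosome VII at 277617 to 278381, stood at 0.2 RPKM in K. lactis and from 6647 RPKM in S. bayanus to 18428 in C. glabrata elsewhere. Without K. lactis the SD over the remaining 10 species was 0.64 for RPS2, 2.00 for HSP10 and 2.94 for ACB1. Without S. japonicus it was 3.27 for QCR8 and 3.30 for COX12, so that these SDs stayed high without the library listed at 0.

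The last question was which genes differed between the 3 Schizosaccharomyces and the other 8 species. The median per-gene difference was 0.11 after centring and -0.06 without it, and the differences given here are those after centring. With limma, 11 of 1776 genes had an adjusted p under 0.05, of which 5 were higher and 6 lower in Schizosaccharomyces, and 247 genes had an unadjusted p under 0.05. Without centring 2 genes were higher and 2 lower, all among the 11, and with a common sum of RPKM 9 were higher and 5 lower. Of the 11 genes, 7 shared the highest adjusted p of 0.0493, and 4 stood below it. The 3 and the 8 values did not overlap for 89 genes (5.01%), 61 above and 28 below, where chance gives 1.21%. That chance share takes all species as exchangeable, which related species made with a shared protocol are not, so the excess alone does not measure gene-specific differences. The 11 genes were all among these 89.

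Of the 5 genes higher in Schizosaccharomyces, MET3 (YJR010W, chromosome X, 456239 to 457774) had the largest difference, 4.87 (SE 0.68, limma adjusted p = 0.00585). Its RPKM was 60.99 in S. japonicus, 594.09 in S. octosporus and 1183 in S. pombe, against 7.66 in C. albicans to 21.94 in Y. lipolytica. PRP39 (YML046W, chromosome XIII, 181474 to 183363) differed by 2.11 (SE 0.32, limma adjusted p = 0.00923). The SD of its level was 0.36 over the 3 Schizosaccharomyces and 0.20 over the other 8 species. LYS9 (YNR050C) differed by 2.53 (SE 0.51), with 951.8 to 1180 RPKM in the 3 species against 76.97 to 394.27 in the others. RIM4 (YHL024W) differed by 4.03 and FIG1 (YBR040W) by 4.08, from low levels. FIG1 was listed at 0 in C. albicans, K. waltii and Y. lipolytica and at 1.07 RPKM or less in the other 5, with 75.74 RPKM in S. japonicus, 29.93 in S. octosporus and 2.93 in S. pombe. At the step found in S. cerevisiae, its 0.75 RPKM for FIG1 corresponded to 1.98 fragments and its 0.85 RPKM for RIM4 to 6.93. LYS9, RIM4 and FIG1 had an adjusted p of 0.0493 by limma, and 0.0578 for each with an intensity trend.

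Of the 6 genes lower in Schizosaccharomyces, URM1 (YIL008W, chromosome IX, 342536 to 342835, 300 bases) had the smallest adjusted p, with a difference of -5.68 (SE 0.69, limma adjusted p = 0.00255). Its RPKM was 59.52 in S. japonicus, 59.47 in S. octosporus and 45.32 in S. pombe, against 1277 in K. lactis to 7999 in Y. lipolytica. MRP10 (YDL045W-A, 288 bases) differed by -5.96 (SE 0.97, limma adjusted p = 0.0133). TIM11 (YDR322C-A, 291 bases) differed by -6.46 and MRPL17 (YNL252C, 846 bases) by -2.76, each with a limma adjusted p of 0.0493. CBP4 (YGR174C, 513 bases) differed by -4.85 at that same adjusted p and was listed at 0 in S. octosporus, at 4.11 RPKM in S. japonicus and at 10.83 in S. pombe. For TIM11 the centred level was -4.43 in S. japonicus and -1.75 in S. octosporus, but 3.09 in S. pombe. That S. pombe level was just under the 3.13 of S. cerevisiae. Before centring, TIM11 stood higher in S. pombe (757.91 RPKM) than in S. cerevisiae (539.84 RPKM), so its difference rests mainly on S. japonicus and S. octosporus. The lower genes were short. Of the 11 genes, 3 of those lower in Schizosaccharomyces had coding sequences under 500 bases and 3 had from 500 up to 1000, whereas 4 of the 5 higher genes had at least 1000 bases.

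**Figure D3:**
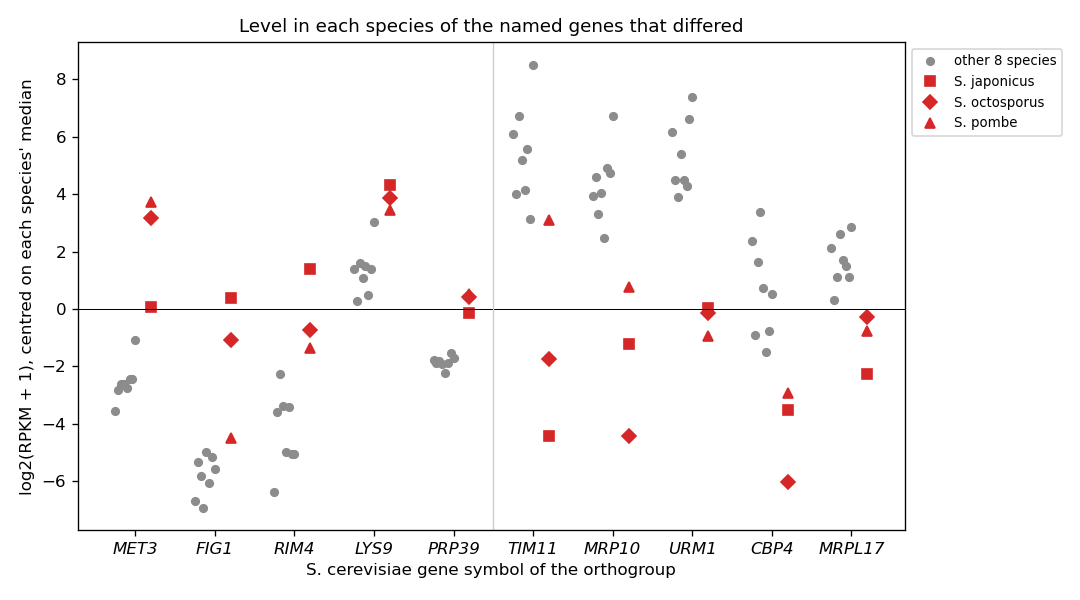
Level of 10 named genes in each species as log2(RPKM + 1) centred on the species' median (vertical axis), with the 3 Schizosaccharomyces in red and the other 8 species in grey, 1 library each. The 5 genes on the left are higher in the 3 species (differences of 2.11 to 4.87) and the 5 on the right lower (differences of -2.76 to -6.46).

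None of the 6 gene sets differed past an adjusted p of 0.05 by the exact permutation test over species, and the count at an unadjusted p under 0.05 was also 0. The set with the smallest p held 46 mitochondrial ribosomal proteins. Its mean level was 0.26 ± 0.87 (SD, n = 3) in Schizosaccharomyces and 1.59 ± 0.91 (SD, n = 8) in the others, a difference of -1.33 (exact p = 0.0727, adjusted 0.436). The 25 genes of the TCA cycle and respiratory chain differed by -1.49 (exact p = 0.242, adjusted 0.509) and the 8 heat shock and chaperone genes by 0.84 (exact p = 0.255, adjusted 0.509). With a listed 0 treated as missing these differences were -1.11 and 0.62. The 28 proteasome genes differed by 0.09 (exact p = 0.594, adjusted 0.713), and by -0.08 without centring. The set of glycolysis and ethanol fermentation had 2 genes left and differed by 0.56 (exact p = 0.418, adjusted 0.627). Cytosolic ribosomal proteins had 4 left, including RPP1, and differed by 0.08 (exact p = 0.921, adjusted 0.921), or by -0.09 without centring and by 0.25 without RPP1. One of them, RPS2, stood at 0.2 RPKM in K. lactis, and with that species left out the difference of the set with RPP1 was -0.32. Few members of these last sets had a value in all species. Of the 138 cytosolic ribosomal members listed, 134 were incomplete, of which 118 were in orthogroups with 2 or more S. cerevisiae genes and 114 had no value in S. bayanus. Of the 21 members of the glycolysis set 19 were incomplete, 17 in such orthogroups and 17 without a value in S. bayanus.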

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

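The tests of RPS2, HSP10 and ACB1 against genes of like length, of the ribosomal set without RPS2 and of the pool of N. castellii were chosen only after the result was seen. Of 29 results examined for a species far from the other 7 outside Schizosaccharomyces, 6 stood apart, where chance gives 1.45. The genes examined included those named for a high SD, for which a single distant species is to be looked for, so the excess is not evidence of a general pattern. No biological explanation was tested for any of these 6, since the labels put each species in a group of its own.

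N. castellii correlated with the other 10 species at a mean of 0.625, below the other 7 species outside Schizosaccharomyces. Its gap to the next species was 0.562 of the whole range. Among coding sequences of at least 1000 bases the gap was 0.387 of the range, too small to stand apart, although N. castellii remained the lowest of the 8 there with 0.682. Short genes may thus contribute to its distance without accounting for all of it. The other 2 species of its size-selection pool had a mean correlation that differed by -0.0238 from that of the 3 species of the other pool, a difference too small to set the pool aside or to hold it responsible. N. castellii was also the only species grown at 25 °C, and with 1 library the temperature cannot be told apart from the species.

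The level of cytosolic ribosomal proteins in K. lactis was 2.31, far below the other 7 species. RPS2 alone could account for it. With RPS2 left out of the set, K. lactis stood at 5.13, within the range of 4.22 to 6.16 of the other 7.

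RPS2 in K. lactis had a centred level of -6.17 (0.2 RPKM), and HSP10 and ACB1 had -6.43 each (listed at 0). Among the 50 genes nearest in coding length, the deviation of K. lactis from the other 7 species stood at percentile 0 for RPS2, 0 for HSP10 and 2 for ACB1. These genes were named for their spread, so the gene length test could hardly have come out otherwise, and it does not settle whether gene length is involved. RPS2 and HSP10 encode proteins that every culture is likely to need, which makes a missing or misplaced gene model, or reads assigned elsewhere, a candidate explanation. The gene models of K. lactis were not used here and this was not tested.

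Values of this kind were counted over all species, as genes under 1 RPKM in one species with a median of at least 100 RPKM over the others. There were 23 such values, 22 of them listed at 0, in 7 of the 11 species, from 1 in S. octosporus to 6 in S. japonicus, with 4 in K. lactis. Of the 23, 19 (82.6%) had coding sequences of at most 500 bases, against 7.60% of all genes. Failed estimates of short genes may account for many of them, but 4 species had none, so this remains open. A loss of expression in single species was not tested.

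MET3 in Y. lipolytica had a level of -1.07, the highest of the 8 species outside Schizosaccharomyces and far from the other 7. Its deviation of 1.68 lay at percentile 90 among the 50 genes nearest in length, within what genes of like length showed, so the test for gene length bias could not set it apart from the ordinary spread of such genes.

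Data outside the comparisons also held signal. Of 586 S. cerevisiae genes with no value in any other species, 294 were listed above 0, and 14 of them had at least 1000 RPKM. The 586 genes held 6.89% of the summed RPKM of S. cerevisiae. Of these, 251 belonged to orthogroups with 2 or more S. cerevisiae genes. A blank where a species has several copies of a gene was examined as a possible explanation. The share of orthogroups with a value in S. bayanus was 0.113 times as high with 2 S. cerevisiae genes as with 1, and in K. lactis, which diverged before the whole-genome duplication of the S. cerevisiae lineage, 0.820 times. These ratios cover all orthogroups with 2 S. cerevisiae genes and not the 251, which had no value in K. lactis either, so they do not account for the 251. For the 335 genes in orthogroups with 1 S. cerevisiae gene no explanation was tested.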

How the results depend on the processing

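No alternative run gave a gene set past adjusted p 0.05, with adjusted p from 0.225 to 0.982 over the 6 sets. In the runs that left out species, fewer choices of species raise the smallest possible exact p. After adjustment over the 6 sets, a set on its own could not have passed there, so these runs show no stability. The median correlation over pairs ran from 0.664 with genes in at least 8 species to 0.738 among coding sequences of at least 1000 bases. The pool difference ranged from 0.000609 to 0.0353 (exact p from 0.236 to 0.981), and was 0.0292 without S. cerevisiae, whose pool is not stated. Some alternatives could not move a result and show no stability. The filters on low values removed few or no genes, the pseudocount leaves Spearman correlations as they are, a minimum log2 difference of 1 lies below each named difference, and leaving out a Schizosaccharomyces species does not enter the pool comparison. Where a change is given, the cause was not tested unless stated.

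The count of 11 genes was 4 with a pseudocount of 0.1, 4 without centring, 4 with an intensity trend in limma, 2 among coding sequences of at least 1000 bases and 4 among orthogroups with 1 S. cerevisiae gene. In each case all of them were among the 11. This last alternative removed 12 of 1776 genes, leaving 1764, and lost 7 calls because 7 genes shared an adjusted p of 0.0493, just under the threshold. Non-overlap gave 89 genes, 5.01% where chance gives 1.21% if all species are taken as exchangeable. Leaving out one species gave 2 to 47 genes. With 14 genes for a common sum, 12 for quantile normalization and 11 for genes in at least 8 species, 9, 10 and 4 were among the 11. Leaving out C. albicans and Y. lipolytica gave 9 genes, 7 higher and 2 lower, of which 5 were among the 11.

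The excess correlation within Schizosaccharomyces was 0.0694 among coding sequences of at least 1000 bases, past the threshold (exact p = 0.0364, where the alternatives ranged to 0.867). It ran from -0.0088 to 0.125 when one species was left out. The median SD was 0.868 with genes in at least 8 species, 0.902 without centring, 0.901 with a common sum, 0.767 without C. albicans and Y. lipolytica, 0.481 as a median absolute deviation and 0.708 among coding sequences of at least 1000 bases. The correlation of SDs between the sets of species ran from 0.164 to 0.294 when one species was left out and was 0.187 among coding sequences of at least 1000 bases, against 0.290 over all genes. That of mean level and SD, 0.0444, was -0.0146 with a pseudocount of 0.1, -0.0919 without centring, -0.107 with a common sum and -0.0860 among coding sequences of at least 1000 bases.

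The difference of cytosolic ribosomal proteins reversed to -0.0116 with genes in at least 8 species and to -0.0854 without centring, and ran from -0.316 to 0.327 when one species was left out. That of the proteasome reversed to -0.0817 without centring and ran from -0.0495 to 0.193. Glycolysis reversed to -0.204 among coding sequences of at least 1000 bases, and ran from 0.312 to 0.752 when one species was left out. The other sets kept their sign when one species was left out, but their size varied. The TCA and respiratory set ran from -2.03 to -0.454, the latter without S. japonicus. Mitochondrial ribosomal proteins ran from -1.62 to -0.836, and heat shock and chaperone genes from 0.424 to 1.12. The median share of the highest genes was 25.2% for 10 genes and 50.2% over genes with a value in all species.

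Leaving aside the fits without a filter or with a minimum difference, which return the same p, 116 of 212 refits of the 10 named differences stayed past the threshold and 96 did not. None of the 212 changed direction. Of 220 refits of the 10 named SDs, 19 moved by more than the jackknife standard error over the fits that each left out one species. That error is wide where a single library is at or near 0, so the other 201 are not evidence of stability. Several of the 19 used the median absolute deviation, which is not on the scale of an SD. Depth limits the genes with the lowest values, such as FIG1 with 1.98 implied fragments in S. cerevisiae.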

Other observations

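The tests of the step in the low S. cerevisiae values, of gene length for the mitochondrial sets, of the protocol for short genes and of the low correlations of S. japonicus and S. octosporus were chosen only after the result was seen.

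The S. cerevisiae values may have been divided by an effective length, the coding length less about a fragment, in place of the full length. With 300 bases subtracted, 96.0% of 198 low values fell on whole multiples of one step. The share was 35.1% with no subtraction and 32.4% as the highest of 100 shuffles of the lengths. Both of these were taken over a number of values other than 198. RPKM times length, summed over genes, should return the size to which the library was scaled. With the reduced lengths, over genes longer than 300 bases, the sum was 0.992 of that size, and with full lengths over all genes it was 1.68 times that size. Under this hypothesis values of short genes are inflated or undefined. Of the 475 S. cerevisiae genes at 0 with a coding length, 38.7% had at most 300 bases. Among genes of that size 58.8% of 313 were at 0, against 5.23% of longer genes, so a 0 often but not always goes with a short gene, and whether the effective length produced these zeros stays open. The other species were not tested in this way.

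An effective length could also enlarge the spread over species of short genes. At a given mean level, length and SD correlated at -0.498 across coding sequences under 1000 bases, where a constant subtracted from the length matters most. The relation was weaker at -0.312 among longer ones, where the constant matters little. The latter leaves room for a divergence of short genes that has another source, and these values do not separate that from the technical explanation.

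Libraries differed in how short genes ranked. The median level of genes of at most 500 bases minus that of genes of at least 1000 bases was -0.09 in S. japonicus and 0.03 in S. octosporus, and from 1.68 to 2.61 in the other 9 species. The protocol shared by the 3 Schizosaccharomyces is not a candidate explanation that held, since S. pombe, made the same way, stood at 2.18, within the range of the other 8. Gene models that include untranslated regions in S. japonicus and S. octosporus might produce such a pattern, but the annotations behind the table were not used here and this was not tested. The low mean correlations of both species were partly tied to gene length. Among coding sequences of at least 1000 bases that of S. japonicus rose by 0.128 to 0.697 and that of S. octosporus by 0.121 to 0.744, while the other 9 rose by 0.0382 to 0.0567.

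Other groupings of the species were set against the real one by sampling. Of 100 splits of the 11 species into 3 and 8, the real one included, 1 gave at least 11 genes, the real one itself, and the highest other split drawn gave 5. Some of the splits drawn joined S. japonicus and S. octosporus with a species of another genus. They gave 5 genes with K. lactis, 1 with Y. lipolytica and 0 with C. albicans or C. glabrata. The remaining splits were not run, and they include others of this kind. Gene length could contribute to the calls, since genes under 1000 bases were called 3.21 times as often as longer ones. Leaving out S. pombe raised the count from 11 to 47, and all 11 were among the 47. The balance of directions changed too, with 6 of the 47 higher and 41 lower in S. japonicus and S. octosporus. Of these 47, 57.4% had at most 500 bases, all of them lower in S. japonicus and S. octosporus, and the median coding length was 441 bases against 1311 for the remaining genes. The library protocol cannot be told apart from the genus. The exact permutation p of 0.636 for pools among the other 8 species bears on those pools alone. The tests on gene length concern the calls as a whole and do not decide single genes. URM1, of 300 bases, had a level of -0.94 in S. pombe, where the median of short genes was 1.87, and it stayed past the threshold in all 21 refits that could have moved it. MET3 did so in 21 of 22, PRP39 in 20 of 22 and MRP10 in 19 of 21, whereas the other 6 named genes lost the call in most of theirs. For URM1 and MRP10 none of these refits bears on gene length, since both are too short for the alternative of at least 1000 bases. With 300 bases subtracted, as found for S. cerevisiae, neither URM1 nor MRP10 (288 bases) would have any length left there. A biological difference between the genera remains a hypothesis, and it cannot be told apart from the library protocol for any of the named genes.

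Species with a high level of the TCA and respiratory set also had a high level of mitochondrial ribosomal proteins. Over 11 species Pearson's r was 0.877 (permutation p = 0.00084) and Spearman's rho 0.773 (permutation p = 0.0071). This was the only relation of this kind computed, on values as measured and less the 50 genes nearest in length. The adjusted permutation p over these versions of the same test was 0.00084 for r and 0.0071 for rho. That adjustment does not cover the choice of this pair from the possible pairs of gene sets. The permutation also takes all species as exchangeable, which related species made with a shared protocol are not. All permutation p-values of this relation are therefore descriptive only. Without Y. lipolytica and S. japonicus, the species farthest from the median, r was 0.596, for which no p-value is given. Much of the relation thus rests on these species. Subtracting the level of the 50 genes nearest in length from each gene left r at 0.875 (permutation p = 0.00063), or 0.648 without those species, so gene length did not remove the relation. Library pools held at most 3 species each, too few to recompute it within a pool. Shared regulation of mitochondrial genes is consistent with this, as a hypothesis, and neither depth nor the composition of the libraries was tested.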
